A study of Caenorhabditis elegans with 6 samples.

How the data were processed

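RNA was measured in whole Caenorhabditis elegans of the wild-type N2 strain, the standard laboratory strain of this nematode. Per the labels' protocols, animals were kept on NGM agar plates, L4 larvae (the last larval stage) were exposed to cadmium chloride at 60 µmol/L in the agar with OP50 bacteria as food at 20 °C, and control animals were untreated. The labels give no exposure time and no stage at collection. They assign 3 libraries to the control group and 3 to the cadmium group, and the replicate numbers come from the sample titles.

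Per the labels' protocols, total RNA was extracted with a phenol-based reagent, passed through a poly(A) selection module and made into libraries with a KAPA stranded kit. The aligner, the counting program, the genome build, the annotation, the circRNA caller and the use of strand in counting are not stated in the labels or file headers. The values were taken from one set of files per library, each holding gene, transcript or circular RNA (circRNA) values. A circRNA is an RNA ring closed by a back-splice, and it is counted through reads that cross the back-splice junction.

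The gene and transcript counts deposited by the authors were treated as estimated counts, since they are not plain read tallies. Over the 1173 transcripts with more than 2000 counts in every library, the authors' FPKM was divided by the deposited count. Apart from the feature length of each transcript, this ratio varied by at most 0.0108% around a constant of each library. Of 265 low deposited values checked against that constant, the implied value of 100% lay within 1 below the whole number given, which is what rounding up a fractional estimate gives. The counts were already whole, and no further rounding was done. The FPKM values, which the authors scaled to feature length and library depth, as the file headers name them, entered alternatives only. The circRNA junction counts deposited by the authors are whole numbers. Their lowest value above 0 was 2 and no value equalled 1, so junctions with a single read had been removed before deposition. The gene table holds 19639 genes, all with at least 1 count, and includes ribosomal RNA genes. The tables of the whole series were not used, because their 30 columns of values carry names that match no label.

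Gene counts summed to 79061811, 55035145 and 63452248 in control replicates 1 to 3 and to 72743548, 64048984 and 61314933 in cadmium replicates 1 to 3. Without the 17 ribosomal RNA genes whose symbols begin with rrn, 17136357 to 23016445 counts per library were left for all other genes. The mitochondrial ribosomal RNA genes were kept among those other genes here and wherever ribosomal RNA is left out below. The circRNA files held 1034 to 2063 counts per library, which sets the precision of the circRNA results. The 95% intervals of circRNA shares are exact Clopper-Pearson binomial intervals and cover counting error only, since the reads carried no molecular identifiers in the labels.

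Genes and transcripts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, the filterByExpr filter, treatment as the only term and Benjamini-Hochberg adjustment over all tested features. An adjusted p-value under 0.05 counted as changed, and a further count required at least 2-fold change. For circRNAs the same test was run on entries with at least 10 counts over the 6 libraries, with library sizes and TMM factors from the gene counts. Standard errors of log2 fold changes are those implied by the F statistic. Where every library of a group held 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound. Values per group are the mean ± SD of TMM-normalised CPM (counts scaled to 1000000 per library) over 3 libraries.

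Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and the preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment. Of these, 13 lists were written from general knowledge before the data were examined. They cover the metal response, cytosolic heat shock, glutathione and SKN-1 targets, antioxidant enzymes, endoplasmic reticulum stress, mitochondrial stress, vitellogenins, sperm genes, oocyte and eggshell genes, cuticle collagens, moulting genes, cytosolic ribosomal proteins and proteasome subunits. The 137 gene classes, the letters before the hyphen in a gene symbol, with at least 10 tested members formed a second family. Single values per library were compared with an exact permutation test (two-sided) over the 20 assignments of the 6 libraries, whose smallest possible p is 0.1.

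Marker lists for body wall muscle, neurons, intestine, pharynx, germline proliferation and meiosis, embryonic zygotic genes and the intracellular pathogen response were written before their tests and used in the closing observations. A list's value in a library is the median over its members of log2 CPM minus the mean of the controls. Genes named in the text were chosen by a rule fixed before the data were examined. It takes the 5 genes per direction with the largest fold change among those past the threshold with a mean of at least 50 counts and no overlap between the groups. For transcripts and circRNAs it takes 3 per direction, with a mean of at least 50 and at least 5 counts. All members of the metal-response list and up to 2 members of each other preset list complete it. Gene symbols are those of the gene table. Transcripts were joined to them by sequence name, symbol or gene identifier with a reference table of gene names (assembly WBcel235, used for names only), which placed 28846 of 28971 transcripts. No positions of genes are given, since the files name no genome build.

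Each step was tested on simulated counts drawn from the real means and library sizes, with the common dispersion of the real data for every feature. Of 200 genes changed 2-fold among 16599 tested, the edgeR test recovered 89.0%, and 6.32% of its calls were false. Of 200 transcripts changed 4-fold among 24737 tested it recovered 30.0%, and of 20 circRNAs changed 4-fold among 183 tested it recovered 10.0%, with 0 false calls in both. Of the 13 lists in a simulation with 1 shifted list, camera found that list and called 0 others. These simulated genes were independent of each other, which real genes are not. They also shared a common dispersion, and few of them were changed, against 39.2% of the real genes tested. These rates therefore need not hold for the real data.

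Replicate libraries were compared before averaging. Within groups, Pearson's r of log2 CPM across genes was 0.981 to 0.987, and the chi-square statistic per degree of freedom was 24.6 to 49.3, so no pair was a repeat of a single library. Alternatives covered DESeq2 1.42.0, other normalisations and count filters, limma on log2(FPKM + 1) and log2(FPKM + 0.1), replicate number as a block, other gene set tests, and leaving out each library. DESeq2 gave no adjusted p-value for 1143 genes, which were not counted. Some alternatives were added after seeing the data: leaving out ribosomal RNA genes, gene length offsets, a circRNA denominator without ribosomal RNA, and circRNAs with a mean of at least 10 counts.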

Results

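The transcriptome of Caenorhabditis elegans exposed to cadmium was compared with that of untreated animals, with 3 libraries per group. The series sets out to examine how RNA and protein change after cadmium exposure. The RNA data gave counts for genes, transcripts and circRNAs in each library, and all comparisons below are of the cadmium group with the control group. Gene counts per library ranged from 55035145 to 79061811, and the group means did not differ (ratio of cadmium to control 1.00, n = 3 each, exact permutation p = 1).

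Although the labels describe poly(A) selection, 17 ribosomal RNA genes took 67.7% to 70.9% of the gene counts of each library. Their share was 69.6% ± 1.11 in controls and 69.0% ± 1.53 in cadmium libraries (SD, n = 3 each, exact permutation p = 0.5). The 4 most abundant genes, rrn-3.1, rrn-1.2, rrn-1.1 and rrn-3.56, are ribosomal RNA genes, and rrn-3.1 alone held 29.3% to 31.9% of the counts. Copies of ribosomal RNA genes are near-identical, so the division of reads among them is uncertain. The share of the mitochondrial ribosomal RNA genes was 1.65% ± 0.151 in controls and 2.12% ± 0.486 with cadmium (SD, n = 3 each, exact permutation p = 0.3). The difference of 0.469 exceeded the SD of the controls and lay just under that of the cadmium libraries, and the groups overlapped.

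Among the counts outside the rrn genes, the 6 vitellogenin genes, which encode yolk proteins, made up 5.50% ± 0.784 in controls and 1.04% ± 0.423 with cadmium (SD, n = 3 each). Histone genes made up 1.40% ± 0.141 in controls and 0.846% ± 0.124 with cadmium. The number of genes with at least 1 count was 18833 ± 149 in controls and 19127 ± 80.3 with cadmium. In each of these 3 measures the groups did not overlap, with an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give. Over the 8 single values tested per library, the Benjamini-Hochberg adjusted value was 0.16.

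The first principal component of log2 CPM carried 72.8% of the variance and separated the groups, and the second carried 9.59%. Pearson's r across genes was 0.927 to 0.950 between libraries of different groups and 0.981 to 0.987 within groups.

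**Figure D1:**
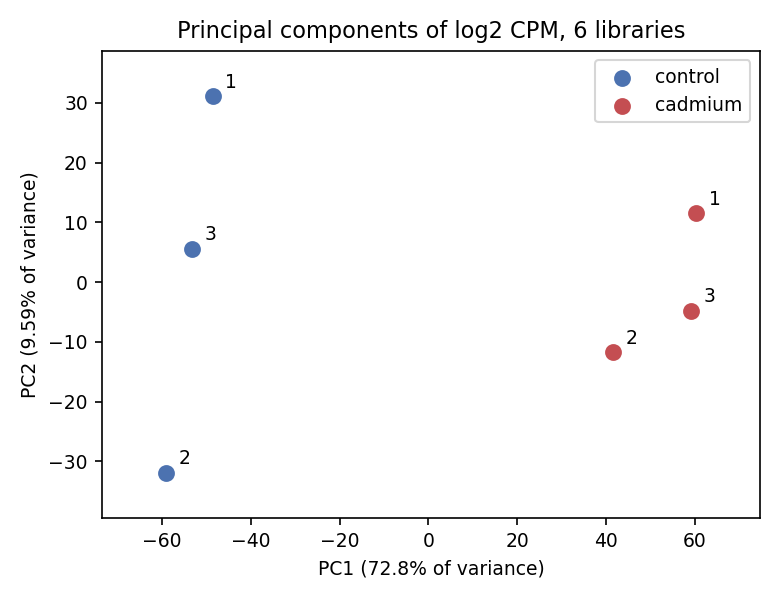
Each point is a library, plotted by its first (x axis) and second (y axis) principal component of log2 CPM, with replicate numbers beside the points and groups in colour. The control and cadmium libraries lie at opposite ends of the first component, which carries 72.8% of the variance.

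Of 16534 genes tested, 6487 (39.2%) changed with cadmium at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 3449 of them higher and 3038 lower. At least 2-fold change was found for 2095 of these, 1229 higher and 866 lower. The median absolute log2 fold change of the changed genes was 0.71, against a biological coefficient of variation of 13.1% between replicates. The median log2 fold change of all tested genes was 0.01. The libraries of the groups did not overlap for 8628 tested genes (52.2%), where chance gives 10%. The alternative that moved these counts most was limma on log2(FPKM + 1) with a mean FPKM of at least 1, which called 4623 genes and 635 at least 2-fold. That scale understates the change of low genes.

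The largest increases under the naming rule were in genes with few or no counts in controls. F10A3.1 (WBGene00008631) had 0 counts in all 3 controls and 568, 502 and 398 counts in the cadmium libraries, at least 142-fold higher (edgeR adjusted p = 4.03e-08). The gene pals-11 (WBGene00044708) had 0 counts in controls and 220, 149 and 165 with cadmium, at least 51.5-fold higher (edgeR adjusted p = 5.95e-07). T05A8.2 (WBGene00020228) had 0, 0 and 2 counts in controls and 198, 165 and 181 with cadmium, at least 52.7-fold higher (edgeR adjusted p = 2.50e-07). The metal-responsive genes numr-1 (WBGene00017270) and numr-2 (WBGene00017267) rose by log2 fold changes of 8.08 ± 0.25 and 7.90 ± 0.26 (SE, edgeR adjusted p = 2.30e-09 for both). These are near-identical copies with similar counts in each library, 2353 and 2186 in cadmium replicate 1 for example, so their separate values are uncertain.

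The largest decreases were in F57F4.2 (WBGene00019016), scl-13 (WBGene00019179), lys-10 (WBGene00003099), scl-12 (WBGene00019178) and ilys-5 (WBGene00017691). The invertebrate-type lysozyme gene ilys-5 went from 102 ± 8.45 CPM to 4.19 ± 1.04 CPM (SD, n = 3), a log2 fold change of -4.61 ± 0.16 (SE, edgeR adjusted p = 4.83e-09). The lysozyme gene lys-10 went from 5.67 ± 0.918 to 0.167 ± 0.0866 CPM (SD, n = 3), a log2 fold change of -5.07 ± 0.28 (SE, edgeR adjusted p = 1.49e-07). The other 3 varied widely among controls. F57F4.2 had 1528, 72 and 500 counts in control replicates 1 to 3 and 24, 4 and 9 with cadmium, with a log2 fold change of -5.67 ± 0.89 (SE, edgeR adjusted p = 0.000449). Control counts were 849, 71 and 560 for scl-13 and 1353, 106 and 765 for scl-12, and their log2 fold changes were -5.17 ± 0.70 and -4.63 ± 0.67 (SE, edgeR adjusted p = 0.000159 and 0.000244). Without control replicate 1, the log2 fold changes of F57F4.2, scl-13 and scl-12 were -4.62, -4.72 and -4.07, and without control replicate 2 they were -6.18, -5.66 and -5.12.

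The metal-response list was examined to ask whether known cadmium-responsive genes changed. Of its 13 members, all tested, 11 were higher over all genes tested and 13 when adjusted over the list alone, with a median log2 fold change of 2.36. Besides numr-1 and numr-2, the strongest rises were in the metallothionein genes mtl-2 and mtl-1, whose products bind metal ions, and in the cadmium-responsive gene cdr-1. The gene mtl-2 went from 0.798 ± 0.246 to 38.2 ± 7.31 CPM (SD, n = 3), a log2 fold change of 5.55 ± 0.20 (SE, edgeR adjusted p = 5.05e-09). The gene cdr-1 went from 2.25 ± 0.340 to 51.8 ± 2.85 CPM (SD, n = 3), a log2 fold change of 4.52 ± 0.12 (SE, edgeR adjusted p = 1.70e-09). The gene mtl-1 went from 3.09 ± 1.88 to 54.5 ± 13.4 CPM (SD, n = 3), a log2 fold change of 4.11 ± 0.32 (SE, edgeR adjusted p = 2.40e-06). Smaller log2 fold changes were found for cdr-4 (2.48), cdf-2 (2.36), ttm-1 (1.22), the phytochelatin synthase gene pcs-1 (0.91), pgp-1 (0.87) and pgp-3 (0.66), with edgeR adjusted p-values from 2.00e-08 for cdf-2 to 0.000180 for pgp-3. The transporter genes hmt-1 (0.27 ± 0.11, SE, edgeR adjusted p = 0.0683) and mrp-1 (0.19 ± 0.09, SE, edgeR adjusted p = 0.0967) did not pass the threshold over all genes. The gene hmt-1 passed it without control replicate 2 (log2 fold change 0.37) and, in another fit, with a replicate block (0.28).

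**Figure D2:**
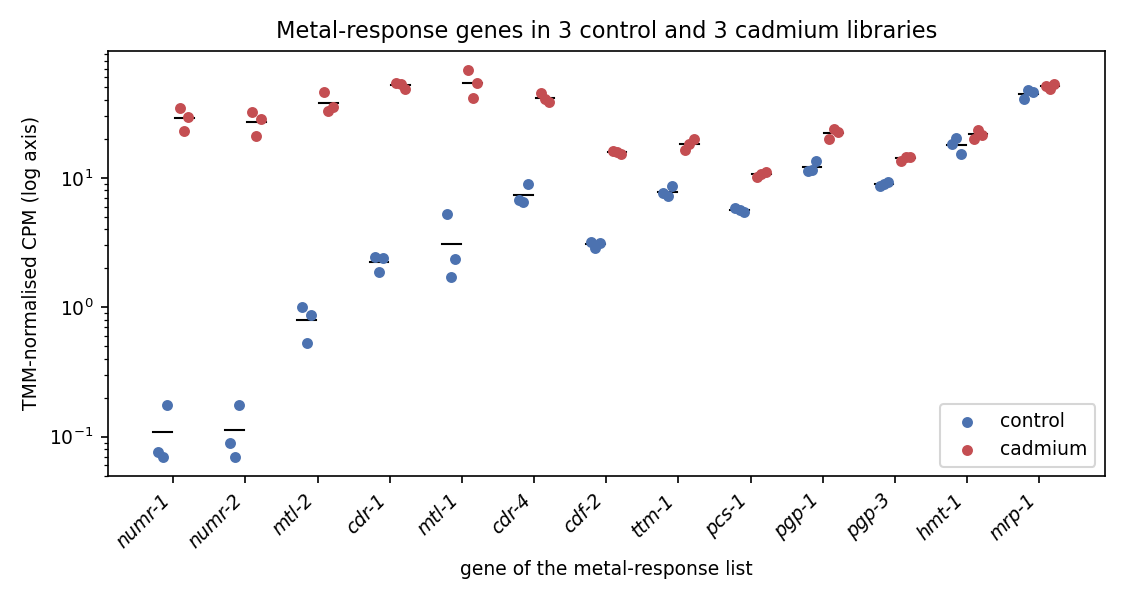
TMM-normalised CPM (log y axis) of the 13 metal-response genes (x axis) in each of 3 control and 3 cadmium libraries, with points for libraries and short lines for group means. The cadmium libraries of mtl-2 average 38.2 CPM against 0.798 CPM in controls, while the libraries of hmt-1 overlap.

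Of the 13 preset lists, 10 passed an adjusted p-value of 0.05 in camera, 7 higher and 3 lower. Under fry 9 of these held, all but cytosolic heat shock, and with an estimated inter-gene correlation 0 held, where 3 lists had an unadjusted p under 0.05. The other splits of the 6 libraries into 3 and 3 gave 3 to 9 lists in the same test. Each of those splits sets control and cadmium libraries on both sides in unequal number, so it holds part of the treatment difference.

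Higher lists besides the metal response were cytosolic heat shock (median log2 fold change 0.65, 9 of 13 genes higher and 0 lower, 11 adjusted over the list alone), endoplasmic reticulum stress (0.52, 9 of 9 higher, 9 over the list alone) and mitochondrial stress (0.30, 4 of 6 higher, 4 over the list alone). Cuticle collagens had a median of 0.58, with 93 of 166 genes higher and 27 lower (122 over the list alone). Moulting genes had a median of 0.81, with 13 of 13 higher (13 over the list alone). Cytosolic ribosomal proteins had a median of 0.40, with 66 of 76 higher and 0 lower (69 over the list alone). The camera adjusted p-values ran from 1.43e-11 for ribosomal proteins to 0.0452 for mitochondrial stress. The heat shock shift rested on the controls, since its mean difference of 0.70 between groups became 0.41 without control replicate 1 and 1.00 without control replicate 3.

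The 6 vitellogenins were all lower, with a median log2 fold change of -2.38 (camera adjusted p = 7.96e-05, 6 over the list alone). Sperm genes had a median of -0.82, with 49 of 58 lower and 0 higher (camera adjusted p = 5.80e-15, 51 over the list alone). Oocyte and eggshell genes had a median of -0.91, with 18 of 18 lower (camera adjusted p = 1.02e-07, 18 over the list alone). Vitellogenin genes and the major sperm protein genes include near-identical copies, so values of single members are uncertain. Lists that did not pass were glutathione and SKN-1 targets (median 0.23, 5 of 12 genes higher and 3 lower, 9 over the list alone), antioxidant enzymes (0.03, 2 of 12 higher and 2 lower, 4 over the list alone) and proteasome subunits (0.02, 1 of 33 higher, 0 over the list alone). The mean difference of the glutathione and SKN-1 list also rested on the controls. It was 0.22, and became 0.08 without control replicate 1 and 0.36 without control replicate 3. The median of each of the 10 lists past the threshold kept its sign under TMM, RLE, upper-quartile and library-total scaling. With RLE factors 9 of them passed, all but mitochondrial stress (camera adjusted p = 0.0522), whose call was also lost in 5 of the 6 fits that each left out a library.

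Single members with the largest changes in these lists were gst-38 (log2 fold change 5.01 ± 0.21, SE) and gst-30 (1.93 ± 0.38) among glutathione genes, and ckb-2 (1.98 ± 0.17) and hsp-4 (0.94 ± 0.08) in the endoplasmic reticulum list. Of the antioxidant enzymes, sod-4 rose by 0.74 ± 0.11 and sod-1 fell by 0.55. The mitochondrial genes timm-23 and hsp-60 rose by 0.46 ± 0.10 and 0.38 ± 0.10. The moulting genes qua-1 and bli-5 rose by 1.32 ± 0.11 and 0.97 ± 0.28, and the ribosomal protein genes rpl-11.2 and rpl-25.1 by 0.81 ± 0.10 and 0.71 ± 0.12. Log2 fold changes were -2.77 ± 0.25 and -2.48 ± 0.29 for the yolk genes vit-5 and vit-3, -1.38 ± 0.31 and -1.34 ± 0.38 for the sperm genes nspd-9 and ssp-31, and -1.14 ± 0.17 and -1.06 ± 0.15 for the eggshell genes perm-2 and perm-4. The collagen genes col-165 and col-74 had log2 fold changes of -3.69 ± 0.22 and -3.62 ± 0.19. The edgeR adjusted p-values of these genes ran from 1.63e-08 for gst-38 to 0.0177 for bli-5. The proteasome gene rpn-11 (0.25 ± 0.09, SE, edgeR adjusted p = 0.0413) lost its call with RLE factors and in DESeq2, and without control replicate 1 or 3 or cadmium replicate 2 or 3 (0.20, 0.25, 0.21 and 0.24). The call of bli-5 was lost without control replicate 1 or cadmium replicate 1 (0.82 and 0.77), and that of ssp-31 without control replicate 2 or cadmium replicate 3 (-1.10 and -1.33). The small heat shock genes hsp-16.48 and hsp-16.49, a near-identical pair, rose by 0.80 ± 0.25 and 0.78 ± 0.26 (SE, edgeR adjusted p = 0.0258 and 0.0296). Their libraries overlapped between groups, and DESeq2 did not call them. Both calls were also lost without control replicate 1 or 2 or cadmium replicate 1 or 3, where hsp-16.48 had log2 fold changes of 0.54, 0.75, 0.66 and 0.72.

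**Figure D3:**
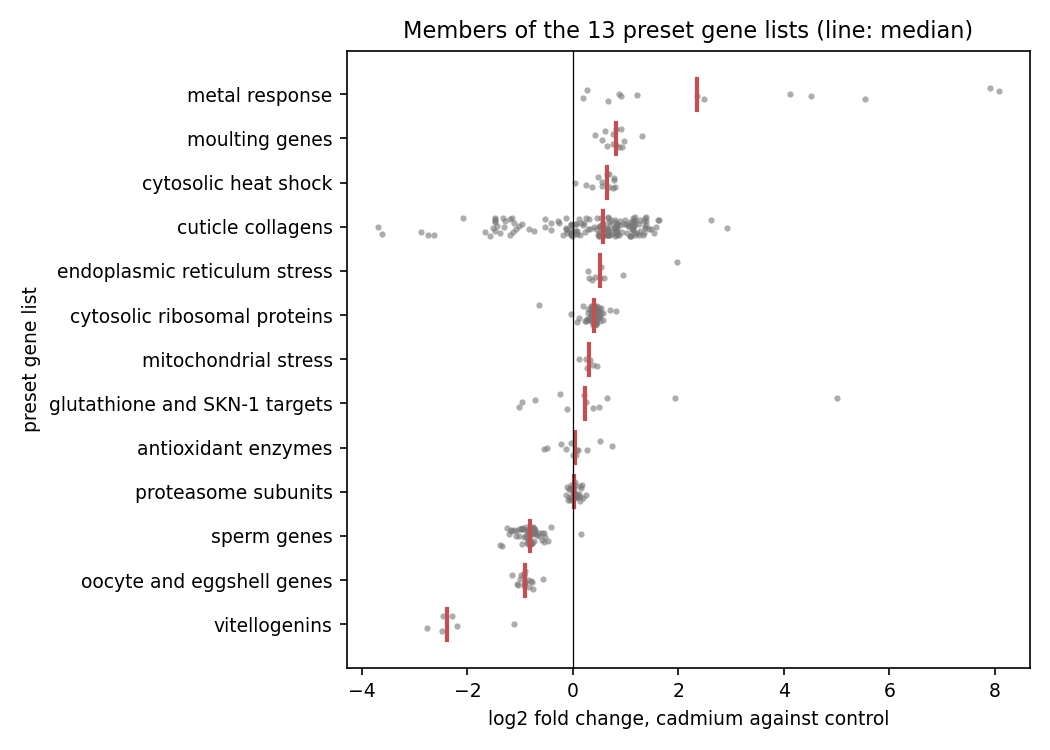
Log2 fold change of cadmium against control (x axis) for every tested member of the 13 preset gene lists (y axis), with a point per gene and a line at the list median. Medians run from -2.38 for vitellogenins to 2.36 for the metal response.

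Across 137 gene classes, 38 passed the threshold in camera, 25 higher and 13 lower. Of these, 36 held under fry and 0 with an estimated correlation, where 5 classes had an unadjusted p under 0.05. The other splits of the libraries gave 4 to 41 classes. The classes with the smallest p-values, named after their values were seen, were the histone class his (median log2 fold change -0.71, 62 of 70 genes lower and 4 higher), the F-box class fbxb (-1.41, 35 of 64 lower), the pals class (2.43, 26 of 34 higher) and the major sperm protein class msp (-0.82, 28 of 32 lower). Next were the ribosomal protein classes rpl and rps (0.41 and 0.40), the UDP-glucuronosyltransferase class ugt (0.73, 36 of 63 higher and 3 lower) and the spliced-leader RNA class sls (2.38, 10 of 10 higher). For sls and pals the medians were 2.33 and 2.43 with genes near absent from controls set to their lower bound. The pals class held 0 lower genes, and none of these 8 classes changed direction under the 4 scalings. Copies in the his, msp and sls classes are near-identical, so their members are not separate evidence.

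At the transcript level, 2814 of 24771 tested transcripts changed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1753 higher and 1061 lower, and 1665 of them at least 2-fold. The biological coefficient of variation was 45.6%, far above that of genes. Of 2800 changed transcripts whose gene was tested, 2627 belonged to a gene changed the same way, 24 to a gene changed the other way and 149 to a gene not called. Changed transcripts made up 16.35% of the 12059 that were the only tested transcript of their gene and 6.62% of the 12712 with tested siblings. DESeq2 called 7128 transcripts, 3710 higher and 3418 lower. The edgeR count fell to 1410, 993 and 879 without control replicates 1, 2 and 3, to 773 and 779 without cadmium replicates 1 and 3, and to 2134 without cadmium replicate 2. The uncertainty of assigning reads to isoforms was not modelled.

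The 3 largest transcript increases were in C38D9.2.2, F10A3.1.1 and T24B8.7a.1. C38D9.2.2 had 0 counts in controls and 675, 304 and 525 with cadmium, at least 144-fold higher (edgeR adjusted p = 0.00760). F10A3.1.1 was at least 141-fold higher (edgeR adjusted p = 0.00284). T24B8.7a.1 had 0, 0 and 1 counts in controls and 4353, 765 and 305 with cadmium, at least 508-fold higher (edgeR adjusted p = 0.0163). This bound rests on cadmium replicate 1, without which it was 156-fold. The call was lost when any of the control libraries was left out (fitted log2 fold changes of 11.33, 11.53 and 13.80 without control replicates 1, 2 and 3). The largest decreases were in F54D8.3b.1 of alh-1 (159, 155 and 179 counts in controls and 0 with cadmium, at least 53.9-fold lower, edgeR adjusted p = 0.00538) and in Y39B6A.39b.1 of mrps-35 (166, 131 and 141 counts against 1, 2 and 1, at least 47.2-fold lower, edgeR adjusted p = 0.00128). Y57G11A.1d.1 of tag-273 had 176, 125 and 305 counts in controls and 2, 5 and 2 with cadmium, a log2 fold change of -6.04 ± 0.59 (SE, edgeR adjusted p = 0.00617). With a replicate block, the calls of all these transcripts except Y39B6A.39b.1 were lost, with adjusted p-values of 0.0501 to 0.0796.

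The circRNA table listed 1442 entries, of which 1276 were named by coordinates, 60 were seen in all 6 libraries and 1076 in 1 library. Junction counts per 1000000 gene counts were 24.1, 18.8 and 21.5 in control replicates 1 to 3 and 28.4, 26.9 and 33.1 in cadmium replicates 1 to 3. The 95% Clopper-Pearson intervals of control replicate 1, the highest control (23.05 to 25.23), and cadmium replicate 2, the lowest cadmium library (25.65 to 28.20), did not overlap. The group means were 21.5 ± 2.67 and 29.5 ± 3.26 (SD, n = 3 each), a ratio of 1.37, with an exact permutation p of 0.1, the smallest possible, and an adjusted value of 0.16. The number of circRNAs detected was 331 ± 68.3 in controls and 438 ± 25.1 with cadmium (SD, n = 3 each, exact permutation p = 0.1). The mean difference of log2 shares was 0.46, and the alternative that moved it most, leaving out control replicate 2, gave 0.37.

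**Figure D4:**
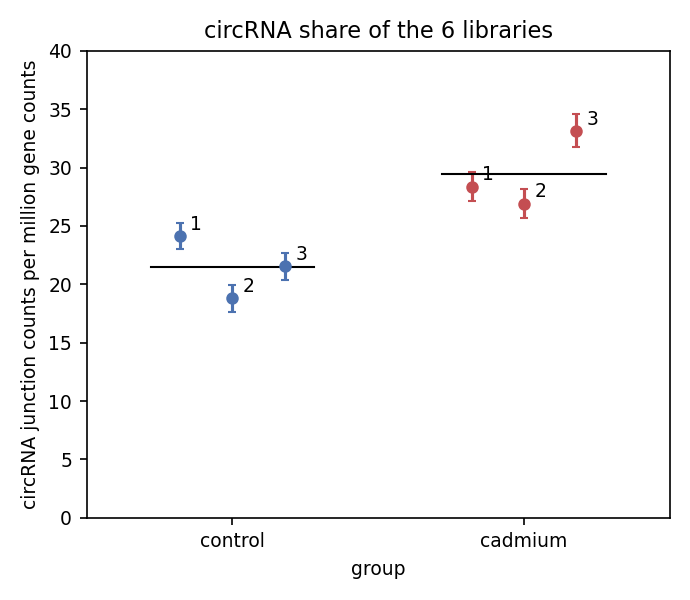
circRNA junction counts per 1000000 gene counts (y axis) of the 3 control and 3 cadmium libraries (x axis), with 95% Clopper-Pearson intervals as bars, group means as lines and replicate numbers beside the points. The control libraries lie between 18.8 and 24.1 and the cadmium libraries between 26.9 and 33.1.

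Of 166 circRNAs tested, which held 63.5% of all junction counts, 4 were higher and 0 lower at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 18, of which 16 were higher, and 115 of the 166 had a positive log2 fold change. The circRNA cel_circ_0000464 had 5, 6 and 0 counts in controls and 36, 12 and 32 with cadmium, a log2 fold change of 2.83 ± 0.59 (SE, edgeR adjusted p = 0.0130). The circRNA on chromosome I from 4055390 to 4057244, plus strand, had 8, 6 and 8 counts against 25, 29 and 20 (1.74 ± 0.40, SE, edgeR adjusted p = 0.0189). The circRNA on chromosome III from 8774311 to 8775954, plus strand, had 4, 2 and 3 counts against 13, 12 and 14 (2.09 ± 0.55, SE, edgeR adjusted p = 0.0411). A circRNA on chromosome IV from 7727151 to 7727385, minus strand, named after its values were seen, had 0 counts in controls and 8, 4 and 11 with cadmium, at least 2.24-fold higher (edgeR adjusted p = 0.0411). Coordinates are those of the files, whose genome build is not stated, and host genes were not assigned. With the circRNA table's own totals as library sizes 0 circRNAs passed, where 17 had an unadjusted p under 0.05. Leaving out any single control library or cadmium replicate 1 also gave 0, while 1 was left without cadmium replicate 2 and 2 without cadmium replicate 3. DESeq2 left 1, and a replicate block 2.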

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

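The count of changed genes stayed between 4623 and 6842 under 11 alternatives to the test, scaling, filter or unit, against 6487, and 4729 to 6835 in the 6 fits that each left out a library. Of the 6254 genes that DESeq2 called, 6037 were among the 6487. Library scaling shifted the median log2 fold change of all genes to between -0.002 and 0.035. Gene length offsets, chosen after seeing the data, changed the balance to 3141 higher and 3701 lower. Genes changed at least 2-fold numbered 1839 to 2427 when a library was left out. They fell to 677 (475 higher, 202 lower) with limma on log2(FPKM + 1) and to 635 with a mean FPKM of at least 1 besides. With a pseudocount of 0.1 the count was 2078, so the pseudocount of 1, which shrinks the fold of low genes, accounts for the drop.

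With an estimated inter-gene correlation, 0 preset lists and 0 gene classes passed, with 3 lists and 5 classes at an unadjusted p under 0.05. The estimate comes from 6 libraries, and the cause was not tested further. Under fry, 75 classes passed, 36 of them among the 38. Leaving out a library gave 9 or 10 lists and 35 to 46 classes.

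DESeq2 called 7128 transcripts, which included all 2814 of the edgeR test, and the cause of the gap was not tested. Leaving out a library gave 773 to 2134 transcripts, from fewer libraries. The noise between replicates at this level limits what single transcripts can show. For circRNAs, 1 passed in DESeq2 and 0 passed with the table's own totals, where 17 had an unadjusted p under 0.05. Leaving out a library gave 0 to 2 circRNAs, with 12 to 19 at an unadjusted p under 0.05. The cause of these losses was not tested. The log2 ratio of the circRNA share was 0.37 to 0.55 when a library was left out. The alternative of at least 2 counts per library removed nothing and tests nothing.

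Deviations from the group means correlated across genes at 0.146, 0.169 and 0.0426 between control and cadmium samples with the same replicate number. Between control and cadmium samples with different numbers they ran from -0.170 to 0.0335. The same-number pairs were thus the highest, and a batch shared by them is not excluded. With a replicate block, 7021 genes, 2142 genes at least 2-fold, 264 transcripts, 2 circRNAs, 10 lists and 38 classes passed. For transcripts the block left 6628 at an unadjusted p under 0.05.

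Of 60 genes, transcripts and circRNAs named, 17 changed their side of the threshold under some alternative: 6 of 44 genes, 7 of 12 transcripts and all 4 circRNAs. In single comparisons 66 lost the threshold, 2 gained it and 0 reversed, while 479 of 547 kept direction and side. The planned offsets for GC content and gene length together, with and without a replicate block, were not run, since no genome sequence was used here. Offsets for gene length alone were run in their place.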

Other observations

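The tests on proteasome subunits, on parts of the germline, on ribosomal RNA in the circRNA denominator, on poly(A) selection and on isoforms were chosen only after the results were seen.

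The real split of the 6 libraries was set against the other 9 splits into 3 and 3. In 1 of the 10 splits, the real one, as many genes passed (6487), and the others gave 0, with 59 to 458 genes at an unadjusted p under 0.05. Genes changed at least 2-fold reached 2095 in 1 of 10 splits and 0 in the others, with 10 to 134 at an unadjusted p under 0.05. For transcripts (2814 against 0 to 10) and circRNAs (4 against 0 to 1) the real split was also the only 1 of 10. For preset lists 1 of the 10 splits gave 10, but the others gave 3 to 9. For gene classes 2 of the 10 splits gave 38 or more, and the highest count, 41, came from control replicate 1 with cadmium replicates 1 and 3 on a side. With 10 splits no share under 0.1 can be had. Each of the other splits sets 2 libraries of a group and 1 of the other on a side. Such a split keeps part of the treatment difference as its contrast and adds the rest to the spread within sides. Its counts are therefore no measure of what would be found without treatment, for genes as for lists and classes.

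Transcripts of sperm, oocytes and yolk fell while those of moulting and ribosomal proteins rose. A smaller share of germline RNA would raise the markers of every somatic tissue alike. Between the groups, the lists shifted by 0.19 for neurons (18 genes), 0.16 for body wall muscle (16 genes), 0.09 for intestine (17 genes) and 0.00 for pharynx (14 genes) on the log2 scale. Without control replicate 1 the shifts of muscle, intestine and pharynx were 0.10, 0.02 and -0.07. The widest gap between the lists, of neurons to pharynx, was 0.185 (SD between libraries 0.158). It was narrower without cadmium replicate 1, where the shifts of neurons and pharynx were 0.14 and 0.05. The clearest gap, of muscle to pharynx, was 0.154 (SD 0.0424). Of the 6 pairs of lists, 4 moved apart by more than their spread, 3 of these only narrowly, while muscle and neurons, and intestine and pharynx, stayed within it. The moulting list exceeded muscle by 0.592 (SD 0.0993). A smaller germline share may account for shifts of the size seen in muscle, but these gaps argue against it as the whole cause. Gene length bias does not account for the pattern either, because the medians of these 5 lists kept at least 82.8% of their size under length offsets, and Spearman's rho of fold change and length was -0.0319 across genes. The rrn genes took most counts, but 6530 genes passed without them.

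Within the germline the parts did not fall alike. The list of germline proliferation and meiosis fell by 0.36 (22 genes, 12 lower and 1 higher), and the oocyte list differed from it by -0.580 (SD 0.123) and the sperm list by -0.447 (SD 0.173). An equal loss of all germline RNA is therefore argued against. Fewer embryos inside the sampled animals may contribute, since 9 of 16 embryonic zygotic genes could be tested and their list shifted by -1.20 between the groups (SD 0.291 in cadmium and 0.332 in control libraries), with 5 lower and 0 higher. Embryos carry few sperm or vitellogenin transcripts of their own, so this leaves those falls open. A candidate explanation for the moulting and yolk changes is a younger average stage or slower maturation in the cadmium group. The stage at collection is not stated and this was not tested. Whether it would also lower sperm genes, of which 49 of 58 were lower, was not examined, so it is not offered for the whole pattern. A direct effect of cadmium on yolk and gamete genes stays open as well.

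The intracellular pathogen response list, genes that respond to viruses, microsporidia and proteasome blockade, shifted by 3.68 on the log2 scale, with 13 of 17 genes tested and 12 higher. Its values with cadmium were 3.79, 3.70 and 3.43 in replicates 1 to 3. A block of the proteasome would raise proteasome subunit transcripts, yet their median log2 fold change was 0.0207, with all 33 between -0.14 and 0.25. This argues against proteasome blockade as the source. An infection of the cadmium plates stays open, since reads from other organisms were not analysed here, and so does a direct response to cadmium. The same libraries showed the pals class at a median of 2.43.

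The circRNA share rose by 0.46 on the log2 scale (SD 0.169). The removal of junctions with a single read could lower shallow libraries, but gene counts did not differ between groups, and the 23 circRNAs with a mean of at least 10 counts rose by 0.430 (SD 0.222). Ribosomal RNA of the rrn genes in the denominator is argued against by a ratio of 0.430 (SD 0.186) without it. Both exceed the spread between libraries. Weaker poly(A) selection in the cadmium libraries would raise ribosomal RNA as well, yet rrn ribosomal RNA per count of other genes shifted by -0.0410 on the log2 scale (SD 0.0909). This argues against it as the whole cause only as far as the rrn genes show it. Other RNA was not used in this check and did not move alike. The spliced-leader class rose (median 2.38), the histone class fell (-0.71) and mitochondrial ribosomal RNA overlapped between groups. A difference in library preparation therefore stays open. A biological rise of circRNAs, or a fall of linear RNA, also stays open as a hypothesis.

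In 3 genes, named after their values were seen, a transcript with at least 80% of the gene's counts in every library of a group had at most 20% in every library of the other. In srp-7, F20D6.4d.1 held 95.8%, 96.0% and 96.6% in controls and 5.06%, 5.37% and 3.38% with cadmium, while F20D6.4a.1 held 1.43%, 1.51% and 1.28% and then 90.9%, 87.6% and 90.8%. The transcripts of eftu-2 (ZK328.2.1 and ZK328.2.2) and of ZK809.3 swapped likewise. The call of ZK328.2.1 was lost when any library other than control replicate 1 was left out, with log2 fold changes of 3.92 to 4.32. With a replicate block it was lost as well, as was that of ZK809.3.2. The calls of the srp-7 transcripts were kept. Their log2 fold changes were 6.30 ± 0.12 for F20D6.4a.1 and -4.08 ± 0.19 for F20D6.4d.1 (SE, edgeR adjusted p = 0.000116 and 0.00124). Reads assigned by chance to one of several overlapping isoforms may produce such swaps. The real split gave 3 swapped genes, and the other 9 splits gave 0 to 2. Within the control or cadmium group, 247 of 4435 genes with at least 50 counts in each library held a transcript that went from at most 20% to at least 80%. Short of a full swap, a higher and a lower transcript were called together in 30 genes, these 3 among them. Chance assignment and a real switch cannot be told apart for these 3 genes, because 10 splits are too few.

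Cadmium replicate 2 lay closer to the controls than the other cadmium libraries in several lists. Its vitellogenin list value was -1.75, against -2.83 and -2.59 in replicates 1 and 3. Its oocyte value was -0.54, against -1.26 and -1.02.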
